A study of Rattus norvegicus with 6 samples. Its data were reported in "Early downregulation of hair cell (HC)-specific genes in the vestibular sensory epithelium during chronic ototoxicity" (2025).

How the data were processed

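The vestibular sensory epithelium of the inner ear was profiled by RNA-seq in 6 male Long-Evans rats. According to the labels, 3 rats drank water with 20 mM 3,3'-iminodipropionitrile (IDPN), a compound toxic to the hair cells (HCs) of the inner ear, for 4 weeks, and 3 control rats drank plain water. The treated group is called IDPN-4wk. From each rat, 2 utricles and 6 cristae were pooled into a single sample, so a library is an animal and no library mixes animals. The authors reverse transcribed 6 to 11 ng of total RNA with an oligo-dT primer and a template-switching oligonucleotide (SMART-seq2), amplified the cDNA with 8 cycles of PCR, fragmented it with a transposase and amplified the libraries with 12 further cycles. The labels give a single batch for the 6 libraries, so no comparison within batches was possible.

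The authors mapped paired-end reads with STAR to the rat genome build Rnor6.0 and estimated counts per gene with RSEM, as their methods state. The deposited values are expected counts, which RSEM need not give as whole numbers. They were whole numbers as deposited, and rounding before the tests changed none of them. RSEM shares reads that match several genes among those genes, so values of close paralogs and of pseudogenes are less certain than those of other genes. Among the genes called changed, 6 had counts identical to those of another tested gene, as a pair of copies that share all their reads would have. The protocol does not keep the strand, so reads of overlapping genes on opposite strands were not separated. Coordinates were not used here, since the gene table at hand was of another build, GRCr8. That table was used for names and for which genes neighbour each other: 12998 of the 14352 genes tested (90.6%) could be placed by symbol or older symbol. The study equates the gene it calls Vsig10l2 with a clone-named rat gene, whose row was used under that name, and oncomodulin was read from the row named Ocm2.

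The table held 32883 genes, of which 18838 had a count in at least 1 library. No row lacked a gene and all 6 columns belonged to a library. Groups were taken from the treatment label. The labels give no replicate numbers, so replicates were numbered by accession order, which pairs nothing. The sample titles carry animal codes: the 3 IDPN-4wk rats share one prefix, 2 of the controls share another and the remaining control has its own. The labels do not say what the prefix marks, and if it marks a litter or a cage, that would be confounded with treatment. Genes were filtered with filterByExpr (minimum count 10, minimum total count 15), which left 14352 genes holding at least 99.9% of the counts of each library. Libraries were scaled with TMM and compared with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3. Genes with a Benjamini-Hochberg adjusted p (Padj) under 0.05 and a fold change over 1.5 in either direction were called downregulated or upregulated. The standard error (SE) of a log2-Fold change was taken from the quasi F statistic. Normalised values are CPM, counts scaled to the library size after TMM. Principal component analysis (PCA) used the log2 CPM (prior count 2) of the 500 most variable genes.

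Before the data were examined, 20 gene lists were fixed. They held the HC panel and the interferon and stress genes named by the study, general HC and supporting cell markers, further interferon-stimulated genes, unfolded protein response genes, aminoacyl-tRNA synthetases, adhesion molecules, mitochondrially encoded genes, nuclear complex I genes, p53 targets, immediate early genes and markers of glia, neurons, macrophages, red blood cells, stroma, endothelium and dark cells. Each list was tested with camera of limma 3.58.1 with a preset correlation of 0.01 between genes, two-sided, with Benjamini-Hochberg adjustment over the 20 lists. Supporting cell markers and the 7 lists of other cell types were used to weigh RNA of other cells. Of the 63 genes tested in these 8 lists, 61 averaged over 1 CPM in the controls, and 1 was also in another list. The 3 lists that the study named were picked by it partly on these libraries. Lists of MHC class II genes, of B cell and dendritic cell markers and of skeletal muscle genes were written after the values had been seen.

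The genes named in the text were chosen by a rule fixed in advance. It took genes the study names for this comparison or for its common responses. The list also held Atoh1, Pou4f3, Cdh23, Ush1c, Ndufs4 and Mt-nd4, which the study names for its longest exposure, and its control gene Ppib. A weak change of these genes here does not contradict the study. Added to them were the 5 downregulated and 5 upregulated genes with a symbol that had the smallest p. Only genes past both thresholds whose libraries did not overlap between the groups were eligible for these places. Of the study's genes, 33 were tested, and 1 of them is not reported here. Oas2 reached at most 12 counts in a library and was removed by the filter. Other genes named were chosen after their values were seen, and this is said where they appear.

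Depth ranged from 13358678 to 18561991 counts per library. A count of 0 allows up to 3 counts, which was from 0.155 to 0.216 CPM depending on the library. Reads had no molecular identifiers and passed through both rounds of PCR, so this floor covers counting error only. Where every library of a group had 3 counts or fewer, the fold change was computed against the floor and is a lower bound.

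The alternatives fixed in advance were DESeq2 size factors, upper quartile scaling and library size alone in place of TMM, no filter beyond 1 count in total, a filter at a mean count of 50, the Wald test of DESeq2 1.42.0, limma voom, a robust dispersion fit, the glmTreat test against a fold change of 1.5, an adjusted p under 0.01, no fold change threshold, and leaving out each library in turn. For the lists they also included fry, camera with an estimated correlation and lists without the genes the study names. For the PCA they were 1000 genes, all filtered genes, the regularized log of DESeq2 and a prior count of 0.5. DESeq2 gave no adjusted p to 3158 genes that had a p, and these were counted as neither called nor lost.

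The procedure was tested on simulated data. Counts were drawn for the real genes from the real means, dispersions and library sizes with 200 genes changed by known amounts. Of 14209 genes tested, 177 were called, 166 of them among the 200 changed genes (83.0%) and 11 outside them. With no gene changed, 0 of 14226 genes were called. The simulated changes were balanced in direction, larger than the fold change threshold and drawn gene by gene. The simulation therefore did not test scaling under unequal changes, calls near that threshold or lists of correlated genes.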

Results

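RNA-seq counts were obtained from the vestibular epithelium of 3 control rats and 3 rats exposed to IDPN for 4 weeks, to find which transcripts change in the epithelium under subchronic ototoxic exposure. The control libraries held 16032133, 14995200 and 14610151 counts, and the IDPN-4wk libraries held 13358678, 18561991 and 15121461 counts. Genes with at least 1 count numbered 16763 ± 48.3 (SD, n = 3) in control and 16830.3 ± 164 (SD, n = 3) in IDPN-4wk libraries. Apoe was the most abundant gene in all 6 libraries. The 10 most abundant genes took 11.1% ± 0.0891 (SD, n = 3) of the counts in control and 9.18% ± 0.415 (SD, n = 3) in IDPN-4wk libraries. The TMM factors were also lower in control, from 0.955 to 0.968, than in IDPN-4wk libraries, from 1.03 to 1.05. The Y-linked genes Kdm5d, Eif2s3y and Ddx3 had at least 584, 782 and 813 counts in every library, as the male labels require.

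Libraries of the same group were not copies of one another. Across the tested genes, the Pearson correlation of log2 CPM between libraries was from 0.980 to 0.983 in the 6 pairs within a group and from 0.953 to 0.966 in the 9 pairs between groups. The chi-square of the raw counts per degree of freedom was from 7.94 to 16.1 within groups, so that replicates differed by more than sampling noise, and from 29.2 to 59.0 between groups. The biological coefficient of variation estimated by edgeR was 0.124.

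The PCA with the 500 most variable genes placed 60.7% of the variance on PC1, 12.5% on PC2 and 11.2% on PC3. PC1 ordered the animals by treatment, with control scores from -24.2 to -22.7 and IDPN-4wk scores from 18.6 to 27.1. The share of PC1 moved most with the regularized log of DESeq2, where it was 82.9%.

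**Figure D1:**
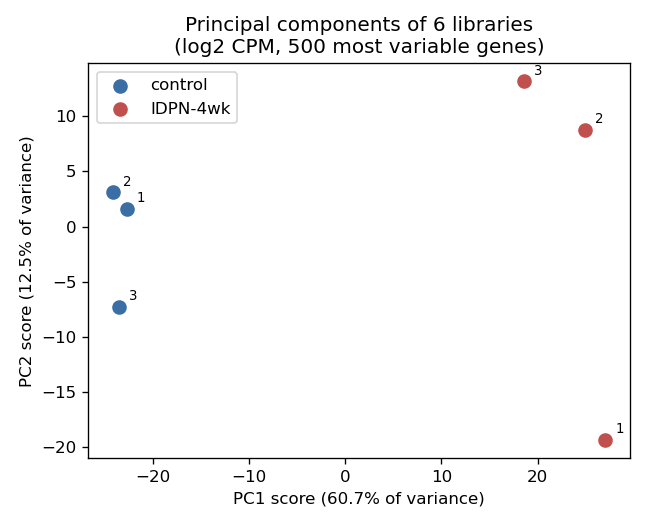
Scores of the 6 libraries on PC1 (horizontal) and PC2 (vertical) of a PCA on log2 CPM of the 500 most variable genes, with each point a library numbered by replicate and coloured by group. The 3 control libraries lie at PC1 scores of at most -22.7 and the 3 IDPN-4wk libraries at scores of at least 18.6.

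The first comparison asked how many genes differ between IDPN-4wk and control animals. Of 14352 genes tested with edgeR, 1394 (9.71%) passed both thresholds. Downregulated genes numbered 950 and upregulated genes 444, so 68.1% of the changed genes were lower in IDPN-4wk. With library size alone in place of TMM, the split was 780 lower against 762 higher genes (50.6% lower), and the median log2-Fold change of all tested genes was 0.13 in place of 0.02. With DESeq2 size factors 69.4% of the changed genes were lower, and with upper quartile scaling 63.3%. The excess of downregulated over upregulated genes therefore held under these scalings and depended on scaling beyond library size. The total depended on how the fold change was used: glmTreat, which tests against the fold change itself, called 453 genes, and an adjusted p alone called 2778. Changes over 4-fold were found in 133 downregulated and 56 upregulated genes. The libraries of both groups did not overlap in 1375 of the 1394 changed genes, and in 37.8% of all tested genes, where chance gives 10%. Among the changed genes, 97.5% were annotated as protein coding. In 18 of the downregulated genes every IDPN-4wk library, and in 4 of the upregulated genes every control library, had 3 counts or fewer.

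The 5 downregulated genes with the smallest p and groups that did not overlap were Nrxn3, Cpq, Nell1, St3gal1 and Crispld2. Nrxn3 (ENSRNOG00000047574) fell from 64.1 ± 8.25 CPM in control to 5.16 ± 1.39 CPM in IDPN-4wk libraries (SD, n = 3 each; log2-Fold change -3.63, SE 0.17, edgeR Padj 3.99e-06). The log2-Fold change was -1.91 for Cpq, -3.30 for Nell1, -1.58 for St3gal1 and -1.45 for Crispld2, with edgeR Padj at most 8.48e-06. The corresponding upregulated genes were Hspa1a, Lyve1, Stc1, Myh4 and Ctgf. Hspa1a (ENSRNOG00000045654) rose from 40.5 ± 8.28 to 156 ± 5.10 CPM (SD, n = 3 each; log2-Fold change 1.95, SE 0.12, edgeR Padj 8.48e-06). Hspa1a has close paralogs that can share reads with it, so the level of the single gene is uncertain. Log2-Fold changes were 1.59 for Lyve1, 2.17 for Stc1, 2.87 for Myh4 and 1.87 for Ctgf, with edgeR Padj at most 3.66e-05. These 10 genes stayed past both thresholds in every alternative fit and in the 6 fits that each left out one library.

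The next comparison asked whether transcripts of HCs were lower after exposure. The HC panel of the study, which it picked partly on these libraries, had 34 genes, all tested and all lower in IDPN-4wk. Their median log2-Fold change was -1.37 and the range was from -3.55 (Kcnab1) to -0.44. Both thresholds were passed by 30 genes, and by 30 when p was adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Padj without the fold change threshold was under 0.05 for all 34. The camera test gave Padj 9.41e-55 for the list.

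Vsig10l2 (ENSRNOG00000055680) fell from 445 ± 41.5 to 54.5 ± 18.5 CPM (SD, n = 3 each; log2-Fold change -3.03, SE 0.19, edgeR Padj 8.48e-06), to 12.2% of the control level. Xirp2 was at 14.1% of control (log2-Fold change -2.83, SE 0.34, edgeR Padj 2.98e-04) and Kcnab1 at 8.51% (log2-Fold change -3.55, SE 0.29, edgeR Padj 3.66e-05). Across the 6 fits that left out one library, their log2-Fold changes ranged from -3.57 to -2.52 for Xirp2 and from -4.19 to -3.31 for Kcnab1. Both were lowest without IDPN-4wk replicate 3, so the size of these falls depended on that library. Smaller decreases were found for Atp2b2 (log2-Fold change -1.87), Dner (-1.78), Kcna10 (-1.53), Nsg2 (-1.10) and Ocm2 (-0.89). The gene of osteopontin, Spp1 (ENSRNOG00000043451), fell from 4518 ± 488 to 1270 ± 310 CPM (SD, n = 3 each; log2-Fold change -1.83, SE 0.15, edgeR Padj 3.66e-05), and that of calretinin, Calb2, fell from 19.3 ± 2.75 to 4.33 ± 0.675 CPM (SD, n = 3 each; log2-Fold change -2.16, SE 0.18, edgeR Padj 3.66e-05). Ptprz1 (-1.44), Atp2b3 (-1.24), Pvalb (-1.14) and Cdh23 (-1.08) were also downregulated. Atoh1 had a log2-Fold change of -0.94 (SE 0.27, edgeR Padj 0.0308) and passed the thresholds in only 1 of the 6 fits that left out one library, with edgeR Padj up to 0.126.

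General HC markers fell less. Of 30 genes tested, 28 were lower, the median log2-Fold change was -0.79 and 16 passed both thresholds, also 16 when adjusted over the list alone (camera Padj 1.49e-19). The list contains 11 genes that the study names. Myo7a (ENSRNOG00000013641) fell from 252 ± 17.7 to 162 ± 19.9 CPM (SD, n = 3 each; log2-Fold change -0.64, SE 0.10, edgeR Padj 0.00109), close to the fold change threshold, and was under that threshold with library size alone (-0.53) and without control replicate 2 (-0.58). Pou4f3 fell by less than the fold change threshold (log2-Fold change -0.51, SE 0.07, edgeR Padj 6.01e-04), as did Lhfpl5 (-0.52, SE 0.12, edgeR Padj 0.0117), which passed it without IDPN-4wk replicate 3 (-0.65). For Ush1c, an abundant gene at 1267 ± 25.3 CPM in control and 1117 ± 53.6 CPM in IDPN-4wk libraries (SD, n = 3 each), the decrease was not past the threshold (log2-Fold change -0.18, SE 0.07, edgeR Padj 0.0918).

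**Figure D2:**
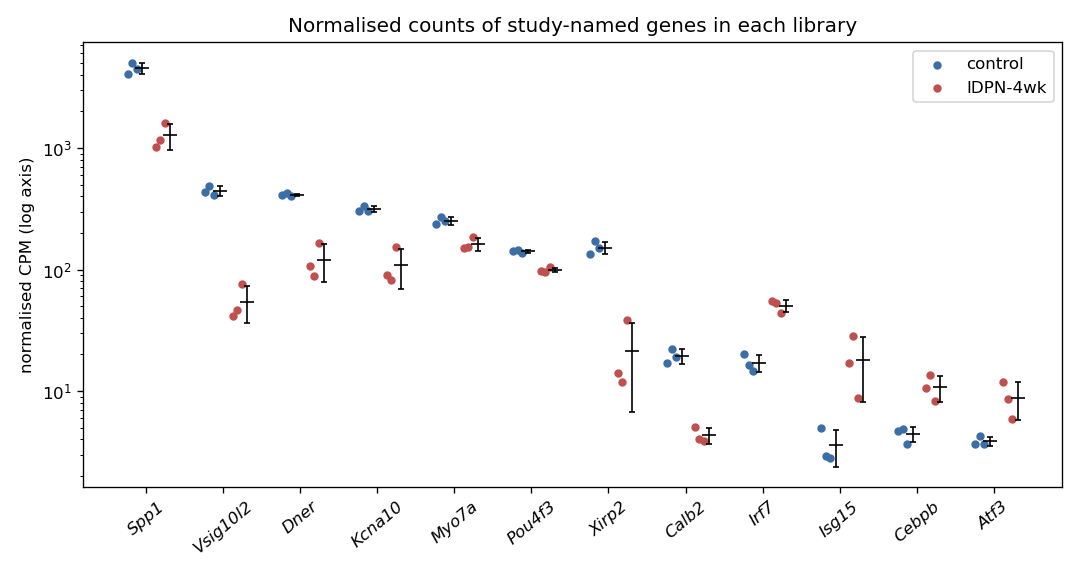
Normalised CPM (vertical, log axis) of 8 HC genes and 4 interferon or stress genes in each library, with points for single libraries coloured by group and black marks for the mean with its SD. The IDPN-4wk libraries are lower for the 8 HC genes, from a log2-Fold change of -3.03 for Vsig10l2 to -0.51 for Pou4f3, and higher for Irf7, Isg15, Cebpb and Atf3.

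Supporting cell markers were measured beside the HC genes. Their median log2-Fold change was -0.55 over 12 genes, and 6 of them were downregulated, also 6 when adjusted over the list alone (camera Padj 8.26e-07). Otog had the lowest log2-Fold change (-0.97), while Sox9 (0.24) and Hes1 (0.36) were higher without passing the threshold (edgeR Padj 0.0540 and 0.0783).

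Adhesion molecules were compared because the study named cadherins among the affected genes. Of 72 cadherin, protocadherin and immunoglobulin adhesion genes tested, 56 were lower and 16 higher. The median log2-Fold change was -0.70, and also -0.70 with genes at the floor set to their bound. It was -0.43 over the 57 genes without the protocadherin beta genes and -0.44 over the 53 genes that passed the mean count filter. Both thresholds were passed by 35 genes downwards and 2 upwards, and by 41 in all when adjusted over the list alone (camera Padj 1.49e-19). Of the 15 cadherins proper that were tested, 6 were downregulated and 0 upregulated, with a median log2-Fold change of -0.26, and the summed level of the 23 cadherins in the table was 951 ± 21.5 CPM in control and 951 ± 25.5 CPM in IDPN-4wk libraries (SD, n = 3 each). Cdh1 alone held 557 CPM of that sum in control and 640 CPM in IDPN-4wk libraries, so the flat sum does not describe the other cadherins. All 15 protocadherin beta genes tested were downregulated under TMM, DESeq2 size factors, upper quartile scaling and library size alone. The summed level of the 17 protocadherin beta genes in the table was 117 ± 7.89 CPM in control and 11.0 ± 0.966 CPM in IDPN-4wk libraries (SD, n = 3 each), which is 9.46% of control. These genes resemble one another and share reads, so the sum is firmer than the values of single members. The sum of the 12 protocadherin gamma genes fell to 65.7% of control and that of the 3 protocadherin alpha genes to 47.7%. The protocadherin beta genes were singled out after their values were seen.

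**Figure D3:**
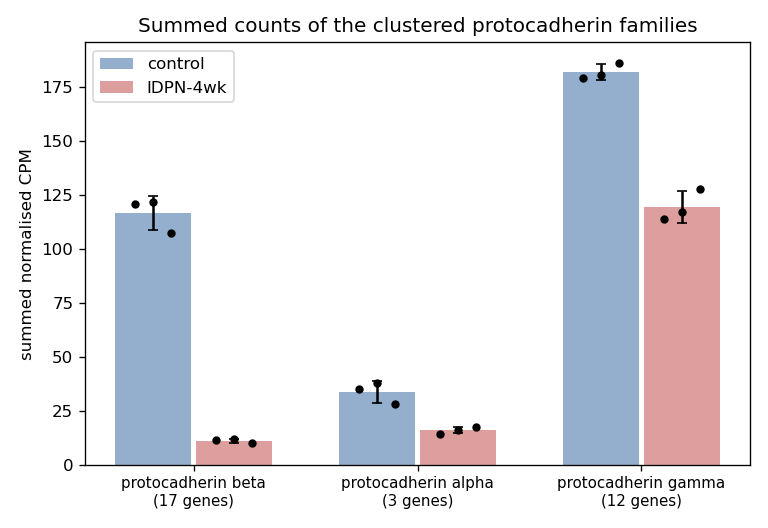
Summed normalised CPM (vertical, from 0) of the clustered protocadherin families in control and IDPN-4wk libraries, with bars for the mean, error bars for the SD and points for the 3 libraries of each group. The protocadherin beta sum was 117 CPM in control and 11.0 CPM in IDPN-4wk libraries, a larger fall than in the alpha and gamma families.

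Interferon-related transcripts were compared because the study named them among its upregulated responses. Of the 15 genes named, 14 were tested and all 14 were higher, with a median log2-Fold change of 1.16. Both thresholds were passed by 11 genes, also 11 when adjusted over the list alone, which is not independent evidence since the study picked them partly on these libraries (camera Padj 1.07e-16). In 30 further interferon-stimulated genes, of which the study names none, the median log2-Fold change was 0.89, 29 were higher and 19 passed both thresholds, 21 when adjusted over the list alone (camera Padj 6.65e-15). Irf7 (ENSRNOG00000017414) rose from 17.1 ± 2.86 to 50.5 ± 5.87 CPM (SD, n = 3 each; log2-Fold change 1.56, SE 0.14, edgeR Padj 4.85e-05). Irf9 (1.17) and Isg15 (2.33) were upregulated. Stat2 (0.67) and Igtp (0.69) passed the thresholds narrowly. Without IDPN-4wk replicate 2 both fell under the fold change threshold, at 0.56 and 0.58, and Stat2 also did without control replicate 3. Stat3 (0.52) had an edgeR Padj of 0.00687 and a fold change under the threshold, which it passed without IDPN-4wk replicate 3 (0.63) and with library size alone (0.63).

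The list of stress transcription genes named by the study held Atf3, Atf4, Cebpb and Notch1, which it ties to a stress term. It also held E2f6, Vdr and Taf5l, which the study places in an RNA polymerase II regulatory complex, but not the others it places there. The genes of the list, again picked partly on these libraries, were higher in 7 of 7 cases, with a median log2-Fold change of 0.37 (camera Padj 2.18e-04). Only 2 passed both thresholds, also 2 when adjusted over the list alone. These were Cebpb (log2-Fold change 1.28, SE 0.23, edgeR Padj 0.00304) and Atf3 (1.18, SE 0.27, edgeR Padj 0.0113). Atf3 was at 3.87 ± 0.337 CPM in control and 8.78 ± 3.01 CPM in IDPN-4wk libraries (SD, n = 3 each), and without IDPN-4wk replicate 1 its log2-Fold change was 0.90 with edgeR Padj 0.0509. Atf4 (0.28) and Notch1 (0.37) were under the fold change threshold. Unfolded protein response genes were lower, with a median log2-Fold change of -0.34 over 20 genes and 6 downregulated, also 6 when adjusted over the list alone (camera Padj 2.18e-04). Ppib, of the same compartment, fell by less than the threshold (log2-Fold change -0.27, edgeR Padj 0.0818).

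Genes of energy metabolism and of general stress moved less. Mitochondrially encoded genes had a median log2-Fold change of -0.30 over 13 genes (camera Padj 0.00140) with 0 past both thresholds, also 0 when adjusted over the list alone and 11 at an unadjusted p under 0.05. Mt-nd4 had a log2-Fold change of -0.29 (edgeR Padj 0.0473). For 35 nuclear complex I genes the median was -0.04 (camera Padj 0.428), with 0 past both thresholds, also 0 when adjusted over the list alone and 7 at an unadjusted p under 0.05, and Ndufs4 had a log2-Fold change of -0.26 (edgeR Padj 0.0237). The sign of this median was not stable, being 0.0669 with library size alone, 0.00504 without IDPN-4wk replicate 3 and -0.13 without IDPN-4wk replicate 2, where the camera Padj was 0.0369. Cytosolic aminoacyl-tRNA synthetases had a median of 0.05 over 20 genes (camera Padj 0.372), which was 0.02 without control replicate 3, with 0 past both thresholds, also 0 when adjusted over the list alone and 5 at an unadjusted p under 0.05. The median of 13 p53 targets was 0.29 (camera Padj 0.288), with 1 gene past both thresholds, the lower Tp53inp1 (-0.64), and 1 lower and 2 higher genes when adjusted over the list alone. Immediate early genes had a median of 0.24 over 11 genes, 10 of them higher and 2 of these past both thresholds, 3 when adjusted over the list alone (camera Padj 0.0234). Without IDPN-4wk replicate 2 this median was 0.16 and the camera Padj 0.0646.

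Markers of other cell types were compared to weigh RNA of cells outside the sensory epithelium. Medians were -0.49 for 8 Schwann cell and myelin genes (camera Padj 0.00879), -0.43 for 7 neuron genes (camera Padj 0.0260) and -0.66 for 7 dark cell and melanocyte genes (camera Padj 7.55e-05). The dark cell median was -1.05 without IDPN-4wk replicate 2, and the neuron list lost significance without control replicate 1 (median -0.38, camera Padj 0.0528). In 10 macrophage and leukocyte genes the median was 0.21 (camera Padj 0.804), from 0.71 (C1qb) to -2.70 (Cd74), and it was -0.0502 without IDPN-4wk replicate 1, 0.14 without control replicate 2, 0.13 without control replicate 3 and 0.35 without IDPN-4wk replicate 2. Red blood cell genes had a median of 0.67 over 6 genes (camera Padj 0.0372), and lost significance in 4 of the 6 fits that left out one library: without control replicate 1 (0.63, camera Padj 0.0667), control replicate 2 (0.66, 0.0614), IDPN-4wk replicate 1 (0.69, 0.0525) and IDPN-4wk replicate 2 (0.37, 0.0870). The medians of 8 stroma genes (-0.26, camera Padj 0.0879) and 5 endothelium genes (-0.14, camera Padj 0.428) were not past the threshold, which stroma passed without control replicate 2 (-0.28, camera Padj 0.0432). Past both thresholds were 1 lower glia gene, 2 lower and 1 higher neuron genes, 1 lower and 1 higher macrophage gene, 2 higher blood genes, 2 lower and 1 higher stroma genes and 3 lower dark cell genes. Adjusted over the list alone, the blood genes numbered 4 and the dark cell genes 5, in the same directions, and the other counts were as before. For endothelium they numbered 0 in both counts, with 2 at an unadjusted p under 0.05.

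**Figure D4:**
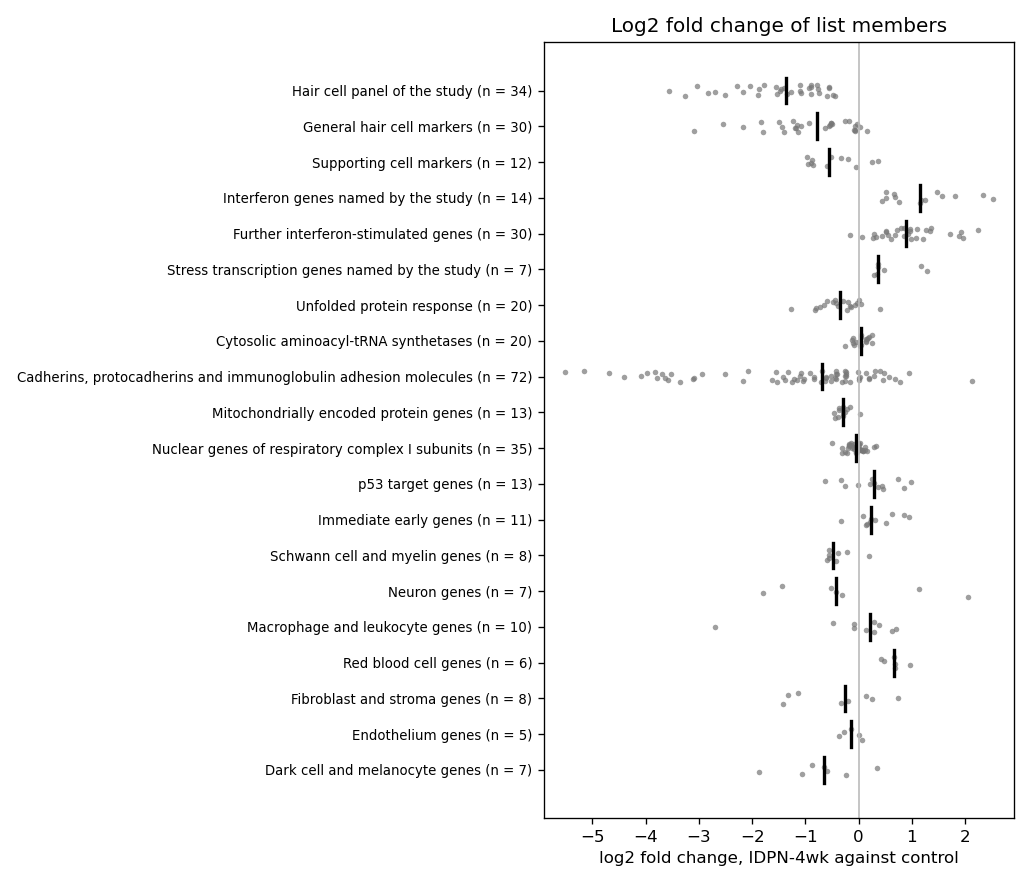
Log2-Fold change (horizontal) of every tested member of the 20 gene lists, one point per gene and one line per list, with the list median as a black bar and genes at the floor drawn at their bound. The HC panel of the study has all 34 points below 0 (median -1.37), and the interferon genes named by the study have all 14 points above 0 (median 1.16).

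Camera with its preset correlation called 14 of the 20 lists. Under fry, 11 of these 14 held, all except immediate early, Schwann cell and red blood cell genes. With the correlation estimated from the 6 libraries, 0 lists had an adjusted p under 0.05 and 6 had an unadjusted p under 0.05.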

Values the study reported

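For rats given IDPN for 4 weeks, the study listed 1763 downregulated and 1099 upregulated genes, and printed a total of 2682. It counted a gene as differentially expressed at an FDR under 5% and a fold change over 1.5, using DESeq2. The study gave a log2-Fold change of −1.84 with an adjusted p of 2.94E-14 for Spp1, −2.17 with 9.75E-22 for Calb2 and −0.64 with 9.67E-09 for Myo7a. It found 34 genes downregulated under all its exposure conditions, 29 of them known to be selective for HCs. Over its separate experiments, PC1 held from 52.2 to 80.3% of the variance.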

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

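The alternatives were fixed before the data were examined, except DESeq2 together with no fold change threshold, upper quartile scaling of the lists, the adhesion list without protocadherin beta genes and the mitochondrially encoded and complex I lists without the genes the study names, which were chosen after seeing the data. No paired analysis was possible because the labels give no replicate numbers.

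The counts of downregulated, upregulated and changed genes were within 1.5 times the reported ones with DESeq2 size factors, upper quartile scaling, no filter, the mean count filter, DESeq2, limma voom and the robust fit. They ranged from 768 to 1095 lower, from 317 to 486 higher and from 1085 to 1581 changed genes across the 6 fits that each left out one library. Library size alone gave 762 higher genes, the 444 of the report among them. The other departures came from the threshold by construction. glmTreat called 354 lower, 99 higher and 453 changed genes. An adjusted p under 0.01 left 252 higher and 908 changed genes. Without a fold change threshold there were 1646 lower, 1132 higher and 2778 changed genes. DESeq2 without that threshold gave 1763 lower, 1099 higher and 2862 changed genes, which included 1354 of the 1394 genes of the report.

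The share of PC1 was 54.4% with all filtered genes, 82.9% with the regularized log, 53.8% with a prior count of 0.5 and from 57.6 to 62.9% across the fits without one library. Since the share has no replicates, its spread was taken as the SD of those 6 fits, 1.86 percentage points. The cause of these moves was not tested.

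With the correlation between genes estimated from the 6 libraries, no list that camera had called stayed past the threshold. These were the lists with medians of -1.37 (HC panel), -0.79 (general HC), -0.55 (supporting), 1.16 and 0.89 (interferon), 0.37 (stress transcription), -0.34 (unfolded protein response), -0.70 (adhesion), -0.30 (mitochondrially encoded), 0.24 (immediate early), -0.49 (glia), -0.43 (neuron), 0.67 (blood) and -0.66 (dark cell), with adjusted p from 0.0886 to 0.423. Their medians do not depend on this choice. Under fry, immediate early (0.24), glia (-0.49) and blood (0.67) genes lost significance, with adjusted p of 0.0720, 0.0859 and 0.174, and stroma (-0.26) gained it, with adjusted p 0.0199. Library size alone reversed the median of complex I genes, at 0.0669, and blood genes (0.78) lost significance, with an adjusted p of 0.0841. It also moved the median of all tested genes from 0.02 to 0.13, and such a shift can change the sign of a median near 0. Why blood genes lost significance was not tested. The mean count filter, DESeq2 size factors, upper quartile scaling and the lists without study-named or protocadherin beta genes changed no direction and no call of a list. Some medians moved by over 1.5 times: the adhesion median was -0.44 with the mean count filter and -0.43 without protocadherin beta genes, and library size alone gave -0.19 for mitochondrially encoded, 0.16 for aminoacyl-tRNA synthetase, 0.32 for macrophage, -0.15 for stroma and -0.026 for endothelium genes. Upper quartile scaling gave -0.00957 for complex I and 0.0801 for aminoacyl-tRNA synthetase genes, against -0.0426 and 0.0472 with TMM. The general HC median was -0.54 without the genes the study names. The HC panel and the interferon and stress transcription lists named by the study were not refitted without its genes, since all their members come from it.

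Leaving out one library changed the call or direction of 6 lists. The range of medians was from -0.13 to 0.00504 for complex I, from 0.16 to 0.36 for immediate early, from -0.51 to -0.38 for neuron, from -0.0502 to 0.35 for macrophage, from 0.37 to 0.87 for blood, which lost its call in 4 of the 6 fits, and from -0.38 to -0.20 for stroma genes. The other 14 lists kept direction and call in the 6 fits.

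For the 43 named genes, 731 gene and setting pairs were computed. No direction reversed, 699 kept their call, 21 lost it and 11 gained it. In 27 genes no setting changed the call. Of the losses, 8 came with glmTreat, in Myo7a, Ocm2, Atp2b3, Atoh1, Cdh23, Atf3, Stat2 and Igtp, and the other 13 lay in 5 genes, Myo7a, Atoh1, Atf3, Stat2 and Igtp. At a depth of 13358678 to 18561991 counts, genes under the filter were not tested in the main fit. They were tested in the fit without a filter, and some of them by DESeq2 and in the fits that left out one library. Without a filter, Oas2 had a log2-Fold change of -0.50 with an SE of 1.14 (edgeR Padj 0.815). The fold changes of the 18 lower and 4 higher genes at the floor in a group are lower bounds.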

Other observations

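The tests of the counts of changed genes, of HC markers against a uniform loss, of the supporting cell median, of Atf3 and of leukocytes were fixed before the data were examined, and all the others below, including those of the lower and the higher genes, were chosen after the result was seen. For the uniform loss and the leukocytes, the question was fixed in advance, but counting markers beyond 2 SE, and leaving out the HC markers that the study names, were chosen once the values were known.

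Downregulated genes numbered 950 here at an adjusted p under 0.05 and a fold change over 1.5. That is lower than the value quoted from the study above. Upregulated genes numbered 444 under the same thresholds. That is also lower than the value quoted from the study above. Changed genes numbered 1394 in all. That is lower than the total quoted from the study above. DESeq2 with no fold change threshold gave 1763 lower and 1099 higher genes here. Both equal the values quoted above, although the quoted total is not the sum of the quoted counts. The quoted counts may not have had the fold change threshold applied. With the threshold applied, the same DESeq2 fit gave 1001 lower and 456 higher genes.

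The 6 libraries can be split into 3 and 3 in 10 ways. In 1 of the 10 splits, the real one, the number of changed genes reached 1394, and no other split gave over 1. The other splits mix animals of both groups, so that any treatment effect adds to the spread within them, and their counts do not show what chance alone gives. The same held for lower genes (1 of the 10 splits) and for higher genes (1 of the 10 splits). With 10 splits this share cannot fall under 10%. Animal codes in the sample titles share one prefix in the 3 IDPN-4wk rats. Because 0 prefixes occur in both groups, a litter or cage shared by the IDPN-4wk rats cannot be told apart from the treatment, if that is what the prefix marks.

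HC transcripts fell by unequal amounts. Of the 19 general HC markers that the study does not name, with log2-Fold changes from -3.09 to 0.16, 14 lay more than 2 SE from their median of -0.54, which argues against a loss of HCs that removes all their transcripts alike. Markers that other cells also make would fall less under such a loss, and this was not tested. Supporting cell markers fell too, with a median log2-Fold change of -0.55, as a dilution of the epithelium by RNA of other cells would require. Dilution would lower them alike only if the added cells did not make them. Of the 12, 10 lay more than 2 SE from that median, but expression of these markers in other cells was not tested. This spread therefore does not decide whether dilution was the whole cause. Dilution stays open without a source among the cell types measured. Of the 7 lists of other cell types, 5 had medians under 0, at -0.49 for glia, -0.43 for neuron, -0.66 for dark cell, -0.26 for stroma and -0.14 for endothelium genes, and the macrophage list (0.21) did not pass the threshold. Blood genes rose (0.67), but their summed level went only from 285 ± 26.4 to 455 ± 162 CPM (SD, n = 3 each). Cell types outside these lists were not measured. Dilution would not lower HC genes further than supporting cell genes, unless the added cells make the latter, which was not tested. Of the 19 HC markers, 8 lay more than 2 SE below the supporting cell median and 6 lay as far above it. With that limit, the 8 argue against dilution as the cause of their further fall. The mean log2 CPM of the 19 minus that of supporting cell markers changed by -0.37, from -3.33 ± 0.05 in control to -3.70 ± 0.24 in IDPN-4wk libraries (SD, n = 3 each), and by -0.45 with all 30 general HC markers, of which the study names 11. In separate rats given IDPN for 4 weeks, the study counted fewer HCs only in the centre of the crista. By in-situ hybridisation it found less Vsig10l2 RNA per HC, with Ppib unchanged, and concluded that HCs lower their expression. These libraries alone leave open, as a hypothesis, how far a lower output of transcripts in surviving HCs and supporting cells adds to a common shift. Loss of one HC type was not tested.

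The rise of Atf3 was weighed against stress during dissection. Immediate early genes, which rise in tissue under handling, were also higher as a set (camera Padj 0.0234), so handling may have contributed to the Atf3 change. That result was lost under fry (adjusted p 0.0720) and with an estimated correlation (adjusted p 0.312). A response to IDPN that raises the same genes also stays open. By in-situ hybridisation, the study found more Atf3 signal per HC, with Ppib unchanged, in cristae of IDPN-4wk rats dissected in fixative. Dissection of unfixed tissue cannot account for that rise. How much handling added in the libraries used here was not measured.

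The interferon response was weighed against a larger share of leukocytes. Of 10 macrophage and leukocyte markers, 9 lay more than 2 SE under the median of the interferon genes named by the study. Against the median of the 30 further interferon-stimulated genes that it does not name, 7 of the 10 lay as far under. These values argue against added macrophages as the whole source. The list held no marker specific to lymphocytes or neutrophils, so added leukocytes of those kinds were not weighed. An interferon response in resident cells is a hypothesis that stays open.

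MHC class II genes went the other way. Of 7 such genes tested, 4 were downregulated (Cd74, RT1-Ba, RT1-Bb and RT1-Da), and RT1-Db1 was lower without passing the threshold (log2-Fold change -1.38, edgeR Padj 0.0533), while RT1-DMb and RT1-DMa were higher without passing the threshold (0.98 and 0.68, edgeR Padj 0.0620 and 0.343). The invariant chain gene Cd74 had 446, 651 and 323 counts in control and 74, 93 and 75 in IDPN-4wk libraries. The median log2-Fold change of the 7 was -2.38 with genes at the floor at their bound. Fewer macrophages would lower the other macrophage markers alike, but 9 of the 9 markers other than Cd74 lay more than 2 SE above that median. Loss of B cells or dendritic cells cannot be told apart from a change within cells, because only 2 of their 11 markers had enough counts to be tested. These were the dendritic cell markers Itgax (log2-Fold change 1.75, edgeR Padj 0.133) and Zbtb46 (0.07, edgeR Padj 0.847), and neither was lower. No B cell marker was among them.

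The protocadherin beta genes fell further than most HC genes. The log2 change of their summed CPM was -3.40, so a shift of reads between members cannot account for it. Pcdhb12 was at least 35.7-fold lower, with every IDPN-4wk library at 3 counts or fewer. These genes have few introns, so genomic DNA in the control libraries was considered, but the summed CPM of 1140 olfactory receptor genes, which also have a mostly unbroken coding exon, changed only by -0.57, from 3.04 ± 0.669 to 2.05 ± 0.906 CPM (SD, n = 3 each). Loss of all HCs would have lowered HC markers as far, and 29 of the 30 general HC markers lay more than 2 SE above the change of the sum. So did 30 of the 34 genes of the HC panel, though Kcnab1 (-3.55) fell as far. A deletion of the whole cluster is argued against by 5 members with over 3 counts in every IDPN-4wk library. A variant of part of the cluster shared by the treated rats, whose animal codes share a prefix, was not tested, nor was gene length. Silencing of the cluster, or loss of a cell type that alone expresses it, may explain the fall, and both stay open as hypotheses.

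Genes next to each other in the GRCr8 order were lowered together more often than chance gives. There were 105 neighbouring pairs with both genes downregulated, against 56.5 ± 6.98 (SD) in 10000 shuffled orders (permutation p 1e-04, one-sided, the smallest these shuffles can give). Clusters of related genes were not the whole cause: without pairs of related symbols there were 82 pairs against 54.6 ± 6.98 (permutation p 2e-04, one-sided). The run from Pcdha4 to Pcdhb22 had 16 adjacent tested genes, all downregulated. For upregulated genes there were 30 pairs against 13.3 ± 3.49 (permutation p 1e-04, one-sided, again the smallest possible), and without related symbols 19 against 12.8 ± 3.46 (permutation p 0.0541, one-sided), so related genes could account for that excess. Neighbouring genes used by the same cell type would give such pairs too, and this was not tested.

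Myh4, a skeletal muscle myosin, had from 564 to 1393 counts in the IDPN-4wk libraries. Skeletal muscle in the IDPN-4wk samples, carried over in dissection, would bring its other abundant transcripts, but of 7 other muscle genes, Acta1, Ckm and Mylpf among them, none had over 7 counts in an IDPN-4wk library, which argues against muscle tissue as the source. Tnnc2, left out of these 7 after its counts were seen, had from 97 to 224 counts there and was not higher than in control. Reads shared with other myosins were not tested, and expression of Myh4 in the epithelium itself may be an explanation, as a hypothesis.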
